A study of Mus musculus with 8 samples. Its data were reported in "miR-181a/b-1 controls thymic selection of Treg cells and tunes their suppressive capacity" (2019).

How the data were processed

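Gene expression was measured on 8 Affymetrix arrays, each hybridised with RNA of Foxp3+CD4+CD25+ regulatory T (Treg) cells sorted from the thymus or the spleen of C57BL/6J mice that were heterozygous (HET) or homozygous (KO) for a deletion of the microRNA cluster miR-181a/b-1. Per the labels, the arrays fall into 4 groups of 2 arrays, namely thymus HET, thymus KO, spleen HET and spleen KO. The labels list each pool of donor mice. Pool HET1 held 3 female mice and 1 male mouse, pool HET2 held 4 female mice and 1 male mouse, and pools KO1 and KO2 held 2 female mice and 1 male mouse each. The thymus and spleen arrays of one genotype and number share a pool, so numbers pair arrays across tissues; HET and KO arrays of one number share only that number. The study's legend gives larger pools than the labels do for all pools but HET2, and the labels were followed. The labels give no hybridisation dates.

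The deposited values are log2 intensities, 1 value per probe set and array, for 41345 probe sets. The submitters' notes name the Bioconductor package oligo, without a version or a summarisation function. Array medians lay between 4.58 and 4.70 on the log2 scale, which fits values brought to a common scale by the authors; no further normalization was applied. The study's methods name another mouse array design than the one to which the deposited probe set identifiers belong, and the identifiers were followed here. Of the probe sets, 23521 carried 1 gene symbol, 1814 carried several symbols and 16010 were not listed in the annotation. Symbols of 23328 probe sets were matched to the reference gene table by Entrez identifier, which changed 0 symbols. Where a gene had more than 1 probe set (1082 genes), the one with the highest mean over all 8 arrays was kept, which left 22180 genes. Of all probe sets, 1398 share their 8 values with another probe set. Depth does not apply to arrays, and the number of arrays limits the precision. Signal over background was judged from 1105 olfactory receptor genes, which Treg cells are not known to use; their levels had a median of 2.64 and a 95th percentile of 4.63 on the log2 scale.

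Comparisons were made with limma 3.58.1 in R 4.3.3. All 8 arrays entered 1 linear model with a mean for each of the 4 groups, which left 4 residual degrees of freedom, and spreads were moderated across genes with eBayes. The contrasts were KO against HET in spleen, in thymus and averaged over tissues; the genotype by tissue interaction (the spleen difference minus the thymus difference); and thymus against spleen in HET, in KO and averaged over genotypes. Every p-value printed is adjusted by the Benjamini-Hochberg method over all genes of a contrast, two-sided, with a threshold of 0.05. Differences are log2 differences with a 95% confidence interval (CI), and levels are means with SD over the 2 arrays of a group.

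A total of 22 gene lists was tested with camera from limma at its preset inter-gene correlation of 0.01, adjusted over the lists of a contrast. They cover Treg-cell core genes, effector Treg genes, signature genes that the study's legend names for these same arrays, T cell receptor (TCR) signal response, literature targets of miR-181, the miR-181a/b-1 transcripts, IL-2 and STAT5 signalling, CTLA-4 trafficking, immature CD4 single-positive cells, maturation and egress, naive conventional T cells, cell cycle, immediate early and stress genes, interferon response, ribosome and translation, sex-linked genes, and markers of double-positive thymocytes, innate-like T cells, B cells, myeloid cells, erythroid cells and thymic stroma. Beside it, camera was run with a correlation estimated from the residuals. Also run was fry, whose p-value tests whether the genes of a list move, on balance, one way and does not compare the list with other genes. Single genes were also adjusted over each list alone. In the signature list, gene families that the legend names without members were filled in. Lists, contrasts, tests and the rule for naming genes were set before the data were examined; lists of plasma cell, Y-linked and X-inactivation escape genes were added after seeing the data. The rule named, for each genotype contrast, the genes past the threshold or, where fewer than 5 passed in a direction, the 5 with the smallest unadjusted p above the median level; for the tissue contrast, the 12 genes in each direction with the largest averaged difference among those past the threshold in all 3 tissue contrasts; a set of transcripts of prior interest, whatever their values; and up to 4 members of each list with the smallest p. Predicted genes are counted and not named, except where the count was 5 or fewer.

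Alternatives were leaving out genes below the median level, quantile normalization, eBayes with a trend and robust spread, the mean of a gene's probe sets, every probe set tested alone, array weights, only the arrays of the compared groups, blocks for replicate number or mouse pool (a random pool block through duplicateCorrelation with statmod 1.5.0), the methods' t-test, and each array left out in turn, in which case the lone array of a group is assumed to vary like the other groups. The methods' t-test is the unpaired t-test that the study names among its statistics, without naming a test for the arrays. With 2 arrays per group it has few degrees of freedom and can hardly call a gene, and it lost Xist as well. Leaving out 916 genes on the X and Y chromosomes was added after seeing the data. A value was counted as reversed where its direction in the test changed and it passed the threshold either before or after. The procedure was tested on simulated data of the same size, in 20 simulations with 200 changed genes each. Values were drawn independently for each gene, with the same spread in all groups. The simulations held no correlation between genes, no shared pools and no replicate effect, so their results may be too favourable. In the averaged comparison 78.3% of genes changed by 0.5 on the log2 scale and 100% of those changed by 1 were recovered, with 6.55% of called genes false. In a single tissue 25.3% and 99.2% were recovered, with 7.52% of called genes false. In 15 of 20 simulations without any change no gene was called. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15. Sites for miR-181 in transcript ends were not analysed here.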

Results

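Transcripts of Foxp3+CD4+CD25+ Treg cells were measured on 8 arrays, in 4 groups of 2 arrays each: thymus HET, thymus KO, spleen HET and spleen KO. HET cells carry 1 functional copy of the miR-181a/b-1 cluster and served as the control. The comparisons ask whether Treg cells that developed without this microRNA cluster differ in their transcripts, in the thymus where they arise and in the spleen, and how far cells of both organs differ from each other. Between replicate arrays the median absolute log2 difference of a gene was 0.143 (range 0.111 to 0.170, 4 pairs). It was 0.126 between genotypes within spleen, 0.154 between genotypes within thymus, 0.162 between tissues within HET and 0.181 between tissues within KO. Differences between genotypes were thus of the size of differences between replicates. On average 27.3 genes differed by over 2-fold between replicates, 31.5 between genotypes in spleen, 47 between genotypes in thymus, 161 between tissues in HET and 185 between tissues in KO.

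The deleted transcripts were examined first. The probe sets of Mir181a-1 and Mir181b-1, the precursors encoded by the cluster, had group means of 2.11 to 2.50 and of 2.28 to 3.01 on the log2 scale (n = 2 arrays per group). These levels lay below 4.63, the 95th percentile of olfactory receptor genes, on average in every group including HET, so they give no readout of the deletion. As a list these 2 transcripts, both at background, did not pass (averaged adjusted p = 0.30; 0.0159 without thymus HET replicate 2). Literature targets of miR-181 showed no shift either. The list of 15 measured targets had a mean of -0.02 averaged over tissues (adjusted p = 0.593), with 0 members called over all genes and 0 when adjusted over the list alone. Ptpn22, a phosphatase that dampens TCR signalling, differed by -0.09 in spleen and -0.23 in thymus, and Bcl2, a survival factor, by 0.03 and 0.06.

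In splenic Treg cells 1 gene of 22180 passed the threshold between KO and HET. Xist, the RNA that coats the inactive X chromosome in female cells, was at 8.99 ± 0.08 in KO and 3.74 ± 0.22 in HET (log2, SD, n = 2), a measured difference of 5.26 (CI 4.80 to 5.71; adjusted p = 3.68e-07). The HET level lay under 4.63, the 95th percentile of olfactory receptor genes, so the difference is only bounded, at 4.36 or more against that level. The genes that define Treg cells stayed within narrow limits. Foxp3, the lineage-defining transcription factor, was at 10.82 ± 0.06 in KO and 10.95 ± 0.02 in HET, a difference of -0.13 (CI -0.39 to 0.13). Il2ra, which encodes CD25, differed by 0.10 (CI -0.16 to 0.36), Ctla4, an inhibitory receptor, by 0.14 (CI -0.14 to 0.41), and Ikzf2, which encodes Helios, by 0.12 (CI -0.17 to 0.42). Nr4a1, an early reporter of TCR signalling, differed by 0.03 (CI -0.28 to 0.35) and Cd5, a regulator of TCR signal strength, by -0.12 (CI -0.39 to 0.15). For 99.4% of all genes the CI excluded a 2-fold change. At an unadjusted p under 0.05 there were 888 genes, where 1109 would be called by chance.

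**Figure D1:**
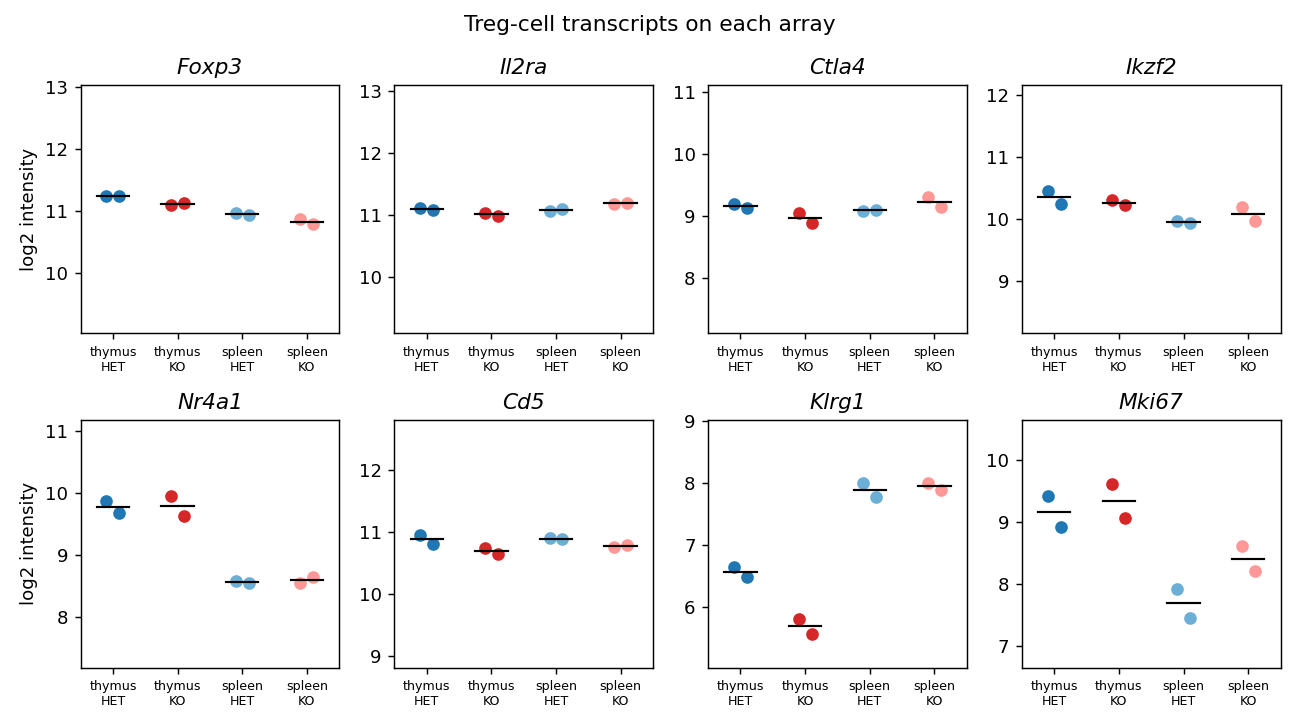
Log2 intensity of 8 transcripts on each of the 8 arrays (points) with the group mean (line), each panel spanning the same log2 range around its own mean. Foxp3, Il2ra, Ctla4, Ikzf2 and Cd5 differ little between genotypes, while Nr4a1 and Mki67 are higher in thymus and Klrg1 is higher in spleen.

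Cell-cycle genes as a list were higher in KO spleen. All 28 measured members had a positive difference, with a mean of 0.34 (camera adjusted p = 4.16e-11, and adjusted p = 0.745 with an estimated correlation). None passed alone: 0 were called over all genes and 0 when adjusted over the list alone. Examples were Mki67, a marker of cycling cells (0.72), Prc1, which organises the spindle midzone (under the olfactory receptor bound in HET and 0.74 over it in KO), Kif11, a spindle motor (0.64), and Ube2c, a ubiquitin-conjugating enzyme of mitosis (0.60). Immediate early and stress genes were lower, with a negative difference in 13 of 15 members and a mean of -0.35 (adjusted p = 3.43e-08, and adjusted p = 0.194 with an estimated correlation). Over all genes 0 were called, and 4 were lower when adjusted over the list alone. Jun, a subunit of the AP-1 transcription factor, differed by -0.88 (adjusted p = 0.270), and its partner Fos by -0.54 (adjusted p = 0.884). The heat-shock protein genes Hspa1a and Hspa1b lay under the olfactory receptor bound in KO and 0.13 and 1.01 over it in HET. Without genes below the median level the mean of the list was -0.21 (adjusted p = 2.26e-05). Genes of immature CD4 single-positive cells were higher in 10 of 12 members, with a mean of 0.26 (adjusted p = 6.43e-05, and adjusted p = 0.745 with an estimated correlation). None was called over all genes and 3 were higher when adjusted over the list alone. Among them, Ccr9, a thymus and gut homing receptor, differed by 0.59 (adjusted p = 0.610), Ccr4, another chemokine receptor, by 0.58, and Myb, a transcription factor of progenitor cells, by 0.51. Markers of double-positive thymocytes were on the same side, higher in 10 of 12 members with a mean of 0.12 (adjusted p = 0.141), and did not pass, with 0 called over all genes and 1 higher when adjusted over the list alone; the list passed without spleen HET replicate 2 (adjusted p = 0.0378). The effector Treg list (mean 0.07, 17 of 27 higher, adjusted p = 0.284) passed only without spleen HET replicate 1 (adjusted p = 0.0187) or spleen KO replicate 2 (adjusted p = 0.0238). The TCR signal response list (mean 0.02), Treg core list (mean 0.01), CTLA-4 trafficking list (mean -0.01) and ribosome and translation list (mean 0.01) did not pass.

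Among the lower genes that came nearest to the threshold in spleen, without passing it, were Igkv5-43, an immunoglobulin light chain segment (-1.26, adjusted p = 0.195), Dscam, a cell adhesion molecule (-0.99, adjusted p = 0.218), Sh3gl3, an endophilin (-0.91, adjusted p = 0.218), and Als2cl (-0.95, adjusted p = 0.270). Higher values that did not pass were those of Mir103-2 (0.91, adjusted p = 0.405), Il17rb, a receptor for IL-25 (0.60, adjusted p = 0.492), Ryr2, a calcium channel (0.71, adjusted p = 0.495), and Drc1 (0.68, adjusted p = 0.495). The Y-linked genes Eif2s3y, Kdm5d and Uty differed by -0.55, -0.61 and -0.32 in spleen, and of the sex-linked list 1 gene was higher and 2 were lower when adjusted over the list alone. The mean of that list was 0.95 while its median was -0.43 and camera gave its direction as down, since Xist alone carries the mean. Jchain, which joins immunoglobulin chains in plasma cells, lay 1.18 over the olfactory receptor bound in HET and under it in KO (adjusted p = 0.405), while Ighm differed by -0.33 and the plasma cell gene Mzb1 by -0.09; none of these passed.

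**Figure D2:**
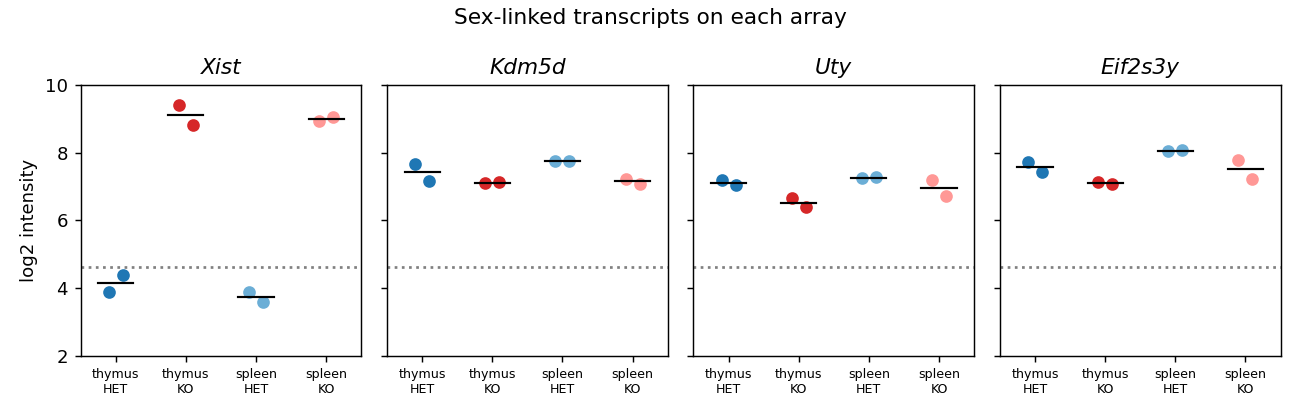
Log2 intensity of Xist and 3 Y-linked genes on each array (points) with the group mean (line); the dotted line marks the 95th percentile of olfactory receptor genes, 4.63. Xist lies between 3.58 and 4.40 on the HET arrays and between 8.80 and 9.40 on the KO arrays, while the Y-linked genes are detected in all groups.

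In thymic Treg cells, too, 1 gene passed the threshold. Xist was at 9.10 ± 0.42 in KO and 4.15 ± 0.35 in HET (n = 2), a measured difference of 4.95 (CI 4.49 to 5.41; adjusted p = 7.25e-07), or at least 4.47 against the olfactory receptor bound, under which HET lay. Foxp3 was at 11.11 ± 0.02 in KO and 11.24 ± 0.00 in HET, a difference of -0.12 (CI -0.38 to 0.14). Differences were -0.10 for Il2ra (CI -0.35 to 0.16), -0.19 for Ctla4 (CI -0.47 to 0.09), -0.08 for Ikzf2 (CI -0.38 to 0.21), 0.02 for Nr4a1 (CI -0.30 to 0.33) and -0.19 for Cd5 (CI -0.46 to 0.08). The CI excluded a 2-fold change for 99.3% of genes, and 1225 genes had an unadjusted p under 0.05.

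Effector Treg genes as a list were lower in KO thymus. Of 27 measured members 25 had a negative difference, with a mean of -0.32 (camera adjusted p = 1.58e-13, and adjusted p = 0.609 with an estimated correlation). Over all genes 0 passed, and 8 were lower when adjusted over the list alone. The examples were Klrg1, a receptor of terminally differentiated cells, at 5.69 ± 0.17 in KO and 6.57 ± 0.12 in HET (-0.87, adjusted p = 0.167), the chemokine receptors Cxcr6 (-0.78, adjusted p = 0.326) and Cxcr3 (-0.68, adjusted p = 0.444), and Maf, a transcription factor of IL-10 producing cells (-0.52, adjusted p = 0.428). Treg core genes were lower in 17 of 22 members, with a mean of -0.21 (adjusted p = 9.12e-05, and adjusted p = 0.609 with an estimated correlation). Among these, 0 were called over all genes and 3 were lower when adjusted over the list alone. The inhibitory receptor Tigit differed by -1.34 (adjusted p = 0.167), Socs2, a feedback inhibitor of cytokine signalling, by -0.78 (adjusted p = 0.444), and Nrp1, a surface marker of thymus-derived Treg cells, by -0.50. The signature genes were lower in 22 of 34 members, with a mean of -0.16 (adjusted p = 0.000998, and adjusted p = 0.609 with an estimated correlation), with 0 called over all genes and 5 lower when adjusted over the list alone. The study's legend names these genes for these same samples, some only as gene families, without saying how they were chosen. Members of those families were filled in here. The list is not taken as independent evidence of direction. It shares many genes with the Treg core list, Tigit, Socs2 and Nrp1 among them, so the core and signature lists are not separate results. Without thymus HET replicate 1 the core list no longer passed (adjusted p = 0.0831) and neither did the signature list (adjusted p = 0.0624), which was also lost without thymus KO replicate 2 (adjusted p = 0.292). The Y-linked genes Eif2s3y, Kdm5d and Uty differed by -0.47, -0.30 and -0.60 beside these groups, and of the sex-linked list (mean 0.90, median -0.39, direction down by camera) 1 gene was higher and 2 were lower when adjusted over the list alone.

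Other groups did not pass in the thymus with all arrays. Cell-cycle genes had a mean of 0.09 (21 of 28 higher, adjusted p = 0.131), immediate early and stress genes a mean of -0.14 (12 of 15 lower, adjusted p = 0.0742), immature CD4 single-positive genes a mean of 0.12 (adjusted p = 0.195), naive conventional T cell genes a mean of 0.13 (adjusted p = 0.0742), and maturation and egress genes a mean of -0.03 (adjusted p = 0.468). Markers of double-positive thymocytes had a mean of 0.12 (adjusted p = 0.329). Among them, Cd8a, a co-receptor of that stage, lay 1.12 over the olfactory receptor bound in KO and under it in HET (adjusted p = 0.326), while Dntt, which adds nucleotides at TCR junctions, lay 0.40 over it in HET and under it in KO (adjusted p = 0.751). Some of these lists passed with 1 array left out. Without thymus HET replicate 1 the cell-cycle list did (mean 0.26, adjusted p = 7.87e-05), without thymus HET replicate 2 the immediate early list (0.0446), the CTLA-4 trafficking list (0.0302) and the IL-2 and STAT5 list (mean -0.19, adjusted p = 0.00909), without thymus KO replicate 1 the immediate early list (0.0359), and without thymus KO replicate 2 the cell-cycle list (mean 0.32, adjusted p = 9.88e-09), the immature list (0.00633), the naive list (0.00288) and the interferon response list (mean 0.13, adjusted p = 0.0421). Without genes below the median level the double-positive, naive and innate-like T cell lists passed (adjusted p = 0.0453 for each; innate-like mean -0.16). In the CTLA-4 trafficking list (mean -0.07, 11 of 15 lower, adjusted p = 0.195) Eea1, an early endosome tether, differed by -0.56 (adjusted p = 0.444) and was the 1 gene lower when adjusted over the list alone. Genes with the smallest p that did not pass were Lilrb4a, an inhibitory immunoglobulin-like receptor (-2.02, adjusted p = 0.122), Gpm6b, a membrane glycoprotein (-0.82, adjusted p = 0.122), Naip5, an inflammasome sensor (-0.96, adjusted p = 0.167), Ttc39c (-0.76, adjusted p = 0.167), Nrp2, a semaphorin co-receptor (1.14, adjusted p = 0.167), Tuba1b, a tubulin (0.82, adjusted p = 0.167), Pde3b, a cyclic nucleotide phosphodiesterase (0.65, adjusted p = 0.326), Mex3a (0.68, adjusted p = 0.326) and Rps23, a ribosomal protein (0.64, adjusted p = 0.326). Leaving out thymus HET replicate 2 gave 4 called genes, leaving out thymus KO replicate 1 gave 3, and leaving out thymus KO replicate 2 gave 2.

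Averaged over tissues, with 4 KO and 4 HET arrays, 5 genes passed. Xist was higher by a measured 5.10 (CI 4.78 to 5.43; adjusted p = 9.49e-09), or at least 4.42 against the olfactory receptor bound, and 4 genes fell, all at adjusted p = 0.0398. Lilrb4a fell by 1.60 on the log2 scale (CI -2.06 to -1.14), from 7.34 ± 0.71 in HET to 5.32 ± 0.28 in KO in thymus and from 8.42 ± 0.28 to 7.23 ± 0.46 in spleen. Als2cl, related to a guanine nucleotide exchange factor, changed by -0.87 (CI -1.12 to -0.61), Sh3gl3 by -0.76 (CI -0.98 to -0.53), and Gm4841 by -0.89 (CI -1.14 to -0.64). Gm4841 is a predicted gene and was named after its values were seen. These 4 calls were lost with quantile normalization (adjusted p = 0.0833 for each), with the mouse pool as a random block (adjusted p = 0.0513 for each) and with most arrays left out. Lilrb4a remained called only without thymus HET replicate 2 (adjusted p = 0.00876), Als2cl only without thymus KO replicate 1 (adjusted p = 0.0359) and Gm4841 only without spleen KO replicate 2 (adjusted p = 0.0452), while Sh3gl3 was lost without any 1 of the arrays. The count of called genes was 1 without thymus HET replicate 1, thymus KO replicate 2, spleen HET replicate 1, spleen HET replicate 2 or spleen KO replicate 1, 2 without thymus HET replicate 2 or spleen KO replicate 2, and 5 without thymus KO replicate 1. The share of calls that were higher was 20% and became 100% with quantile normalization, when Xist alone was left. Genes that did not pass included Abcb1a, a drug efflux pump (-0.71, adjusted p = 0.0589), Dscam (-0.77, adjusted p = 0.0589), Ryr2 (0.69, adjusted p = 0.0788), Gpm6b (-0.54, adjusted p = 0.0843), Ttc39c (-0.56, adjusted p = 0.0958), Tmie (-0.65, adjusted p = 0.137) and Mid1, an X-linked ubiquitin ligase (0.64, adjusted p = 0.173).

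Of the lists, 7 passed when averaged over tissues, but some share genes, as the core and signature lists do. Cell-cycle genes had a mean of 0.21 (26 of 28 higher, adjusted p = 3.24e-08), immediate early and stress genes a mean of -0.24 (14 of 15 lower, adjusted p = 3.40e-07; -0.15 without genes below the median level, adjusted p = 0.000171), effector Treg genes a mean of -0.12 (20 of 27 lower, adjusted p = 2.80e-05), immature CD4 single-positive genes a mean of 0.19 (10 of 12 higher, adjusted p = 0.000487), Treg core genes a mean of -0.10 (13 of 22 lower, adjusted p = 0.00867), the signature genes, which are not independent evidence, a mean of -0.07 (19 of 34 lower, adjusted p = 0.0196), and naive conventional T cell genes a mean of 0.10 (7 of 12 higher, adjusted p = 0.0314). With an estimated correlation the immediate early list had adjusted p = 0.246, the core list and the signature list adjusted p = 0.650 and the other 4 adjusted p = 0.637. Adjusted over the list alone, the counts were 1 higher cell-cycle gene, 3 lower immediate early genes, 1 lower effector gene, 3 higher immature genes, 1 lower core gene, 2 lower signature genes and 2 higher naive genes, against 0 of each over all genes. Calls were lost without thymus HET replicate 1 for the effector list (adjusted p = 0.0545), the core list (0.260), the signature list (0.161) and the naive list (0.116), and without thymus KO replicate 1 for the cell-cycle list (0.0525), the immature list (0.114) and the naive list (0.457). They were lost without thymus KO replicate 2 for the core list (0.179) and the signature list (0.451), without spleen HET replicate 1 for the signature list (0.0742) and the naive list (0.0503), and without spleen KO replicate 2 for the core list (0.0887), the signature list (0.0969) and the naive list (0.101). The signature list was also lost with quantile normalization (adjusted p = 0.0774). The TCR signal response list (mean 0.01), interferon response list (mean 0.02), IL-2 and STAT5 list (mean -0.03 with a median of 0.00) and innate-like T cell list (mean -0.04) did not pass. Beside these lists, Eif2s3y, Kdm5d and Uty differed by -0.51, -0.45 and -0.46, and of the sex-linked list 1 gene was higher and 3 were lower when adjusted over the list alone. Markers of other cell types did not pass as lists. Double-positive thymocytes had a mean of 0.12 (7 of 12 higher, adjusted p = 0.0648), with 0 called over all genes and 3 higher when adjusted over the list alone; this list passed without thymus HET replicate 2 (adjusted p = 0.0379), thymus KO replicate 2 (0.0124) or spleen HET replicate 2 (0.0246) and without genes below the median level (0.00533). B cells had a mean of 0.00020, with 1 lower when adjusted over the list alone, myeloid cells 0.02, erythroid cells -0.0048 and thymic stroma -0.04.

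Whether the KO effect differed between tissues was tested by the interaction. With limma 0 genes passed, and 813 had an unadjusted p under 0.05. The lowest adjusted p was 1.00, and the CI excluded a 2-fold difference for 95.7% of genes. For Ctla4 the effect in spleen exceeded that in thymus by 0.33 (CI -0.07 to 0.72) and for Foxp3 by -0.0020 (CI -0.37 to 0.36). Among genes that did not pass, the interaction was 1.19 for Socs2, 1.02 for Tigit, 1.01 for Cxcr6, 0.93 for Klrg1 and 0.93 for Il18r1, a receptor for IL-18, against -0.83 for Fos and -1.04 for Igkv5-43. As a list, effector Treg genes had a mean interaction of 0.39 (25 of 27 higher, adjusted p = 1.06e-12, and adjusted p = 0.844 with an estimated correlation), with 4 higher when adjusted over the list alone and 0 over all genes.

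**Figure D3:**
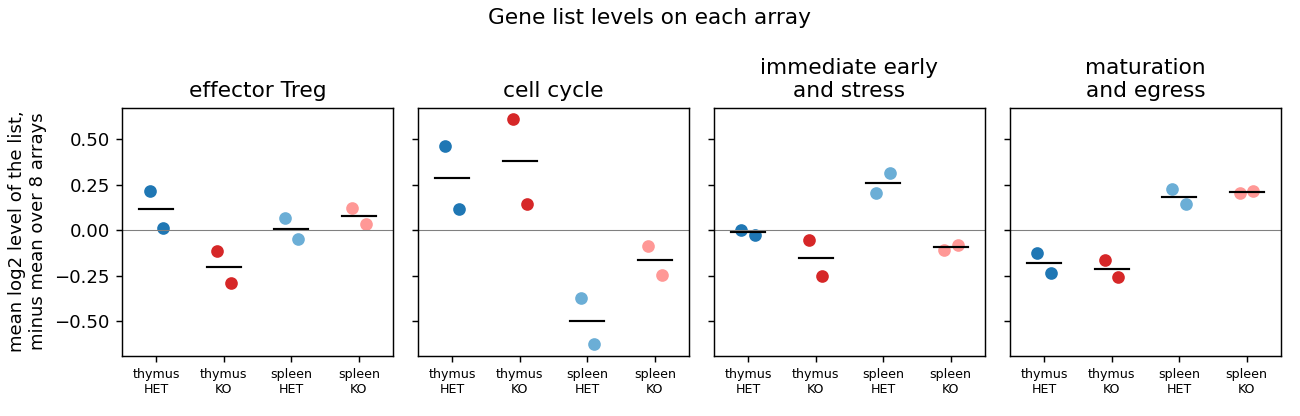
Mean log2 level of 4 gene lists on each array (points), relative to the mean over the 8 arrays, with the group mean (line). The effector Treg list has group means of 0.11 in thymus HET and -0.20 in thymus KO, and the cell-cycle list has means of -0.50 in spleen HET and -0.16 in spleen KO.

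Thymic and splenic Treg cells differed far more than the genotypes did. Averaged over genotypes, 1204 genes passed, of which 501 were higher in thymus and 703 higher in spleen. This fit does not use the pairing of the organs of a pool; with the mouse pool as a block 1411 genes passed. Nrp2 rose most among the named genes in thymus, by 2.69 (CI 2.40 to 2.99; adjusted p = 1.93e-06; 4 arrays per tissue), followed by Kit, the stem cell factor receptor (2.47, adjusted p = 1.93e-06). Pde7b, a cyclic AMP phosphodiesterase, was also higher (adjusted p = 9.26e-05), by at least 1.22 against the olfactory receptor bound, under which it lay in spleen (3.70). Higher in spleen were Cybb, the catalytic subunit of the phagocyte oxidase (-2.15, adjusted p = 9.26e-05), Naip6, an inflammasome sensor (-2.03, adjusted p = 4.84e-05), and Klrg1 (-1.79, adjusted p = 2.32e-06). Further genes higher in thymus were Lad1 (2.08), Adgrg1, an adhesion receptor (2.06), Arhgap20 (1.96), H2ac10, a histone (1.80), the chemokine Xcl1 (1.69), Nr4a3, a TCR-induced nuclear receptor (1.65), Tff1 (1.46), Sox4, a transcription factor of immature T cells (1.43), and Mx2, an interferon-induced GTPase (at least 0.86 against that bound, under which it lay in spleen). Further genes higher in spleen were Dtx1, a regulator of Notch signalling (-1.71), Naip5 (-1.65), Socs3, a cytokine feedback inhibitor (-1.47), Cst7, a protease inhibitor (-1.44), Slamf7 (-1.41), Pde2a (-1.40) and Rflnb (-1.37), as well as Naip2 and Ly6c2, which lay under the olfactory receptor bound in thymus and exceeded it in spleen by 1.10 and 0.59. Foxp3 differed by 0.29 (adjusted p = 0.0717), Ikzf2 by 0.29 (adjusted p = 0.107), Il2ra by -0.08 and Ctla4 by -0.09, and these did not pass.

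Several groups separated the organs. All 28 cell-cycle genes were higher in thymus, with a mean of 0.66 (adjusted p = 5.25e-19, and adjusted p = 0.387 with an estimated correlation); 19 passed over all genes and 22 when adjusted over the list alone, among them Kif11 (1.32) and Nusap1 (1.27). Genes of maturation and egress were lower in thymus in 12 of 14 members, with a mean of -0.39 (adjusted p = 8.82e-08, and adjusted p = 0.281 with an estimated correlation); 7 passed over all genes and 9 when adjusted over the list alone, such as Ly6c2 and Gimap6 (-0.52). Interferon response genes were higher in 17 of 21 members, with a mean of 0.30 (adjusted p = 3.30e-06, and adjusted p = 0.492 with an estimated correlation). In that list 11 rose and 1 fell, over all genes as well as adjusted over the list alone, with Ifit1 at 1.10 and Gbp3 at -1.10. Markers of double-positive thymocytes had a mean of 0.36 (10 of 12 higher, adjusted p = 4.42e-05, and adjusted p = 0.204 with an estimated correlation), with Cd8a and Dntt called over all genes and 6 when adjusted over the list alone. Both lay under the olfactory receptor bound in spleen and over it in thymus by 0.48 and 0.19, and without genes below the median level the mean of the list was 0.23 (adjusted p = 0.00740). The TCR signal response list had a mean of 0.28 (16 of 20 higher, adjusted p = 0.000722, and adjusted p = 0.494 with an estimated correlation). Of its members 4 rose and 2 fell over all genes, and 7 rose and 2 fell when adjusted over the list alone, with Nr4a1 at 1.21, Nr4a2 at 1.06 and Rel, an NF-kappa-B subunit, at 0.77. Innate-like T cell genes had a mean of 0.35 (10 of 15 higher, adjusted p = 0.000722, and adjusted p = 0.232 with an estimated correlation); 6 rose over all genes, and 6 rose and 1 fell when adjusted over the list alone, with the chemokine Ccl5 at 1.25; the mean was 0.55 without genes below the median level (adjusted p = 2.66e-05). The CTLA-4 trafficking list had a mean of -0.19 (13 of 15 lower, adjusted p = 0.000946, and adjusted p = 0.492 with an estimated correlation), with 2 lower over all genes and 2 when adjusted over the list alone, such as Trat1, a TCR-associated adaptor, at -0.82; the mean was -0.12 with quantile normalization (adjusted p = 0.0326). Genes of immature CD4 single-positive cells had a mean of 0.35 (7 of 12 higher, adjusted p = 0.0153, and adjusted p = 0.505 with an estimated correlation). Of these 5 rose and 1 fell over all genes, and 6 rose and 2 fell when adjusted over the list alone, with Myb at 1.15 and Cd24a, under the bound in spleen, at least 0.76 over it in thymus; the list no longer passed without thymus KO replicate 1 (adjusted p = 0.131) or thymus HET replicate 1 (adjusted p = 0.0738).

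The effector Treg list (mean -0.09, adjusted p = 0.231) and the Treg core list (mean 0.05, adjusted p = 0.231) did not pass as lists, yet held members that changed both ways. The core list passed with quantile normalization (mean 0.12, adjusted p = 0.0253) and without genes below the median level (adjusted p = 0.0376). In the effector list 4 rose and 6 fell over all genes, and 5 rose and 7 fell when adjusted over the list alone, with the chemokine receptor Ccr6 at 1.25, Cxcr3 at -0.97 and Maf at -0.91. In the core list 6 rose and 3 fell over all genes, and 9 rose and 5 fell when adjusted over the list alone, with Plagl1 at 0.79, the costimulatory receptor Tnfrsf4 at 0.71, the ectonucleotidase Entpd1 at -0.88 and Izumo1r at -0.77. Of the signature genes, which are not independent evidence, 11 rose and 5 fell over all genes, and 14 rose and 9 fell when adjusted over the list alone. Their list (mean 0.07, adjusted p = 0.197) also passed with quantile normalization (mean 0.14, adjusted p = 0.00556) and without genes below the median level (adjusted p = 0.00740). Naive conventional T cell genes had a mean of -0.14 with a median of 0.02, and 3 rose and 3 fell, such as Igfbp4 at -1.09 and Pde3b at 0.54. Beside these groups, 3 of 14 B cell genes were lower over all genes, and 3 were higher and 4 lower when adjusted over the list alone. The B cell list did not pass (mean -0.03, adjusted p = 0.933), but without genes below the median level it did, with a mean of -0.53 averaged over genotypes (adjusted p = 0.00740), -0.46 in HET (0.0126) and -0.59 in KO (0.00661). Ighm, a transcript of B and plasma cells, differed by -0.76 (adjusted p = 0.000615). Jchain was higher in spleen (adjusted p = 0.0115), by at least 0.28 against the olfactory receptor bound, under which it lay in thymus, and no longer passed without thymus KO replicate 2 (adjusted p = 0.0570) or spleen KO replicate 2 (adjusted p = 0.0590).

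Within HET cells 266 genes passed, 137 higher in thymus and 129 higher in spleen, and within KO cells 381 passed, 165 and 216. These comparisons share no array, but both use the same spread of each gene, estimated from all 8 arrays, so they are not independent. In both, 173 genes passed with the same direction, 81 higher in thymus and 92 higher in spleen. Unrelated lists of these sizes would share 2.28, a number that does not allow for the shared spread. All 173 also passed in the averaged comparison, which adds no support, since it is the mean of both with a smaller error. The counts varied with single arrays, and the averaged count rose without thymus HET replicate 1 or thymus KO replicate 1 and fell without any other array. The HET count was 126 without thymus HET replicate 2, 82 without spleen HET replicate 1 and 64 without spleen HET replicate 2. The KO count was 178 without thymus KO replicate 2, 100 without spleen KO replicate 1 and 97 without spleen KO replicate 2. The averaged count was 700 without thymus HET replicate 2, 727 without thymus KO replicate 2, 555 and 518 without spleen HET replicate 1 or 2, and 637 and 563 without spleen KO replicate 1 or 2. The share of calls higher in thymus moved with quantile normalization from 43.3% to 54.6% in KO and from 41.6% to 53.5% in the average. In HET cells 11 lists passed and in KO cells 8; the effector Treg list had a mean of 0.11 in HET (adjusted p = 0.159, but 0.0101 with quantile normalization, 0.0157 without genes below the median level, 0.00428 without thymus HET replicate 2 and 0.0207 without spleen HET replicate 1) and -0.28 in KO (adjusted p = 0.000244, and adjusted p = 0.537 with an estimated correlation). No list call in any comparison held with an estimated correlation. By fry, 8 lists passed in the averaged tissue comparison, 3 in HET, 3 in KO and 0 in the comparisons of genotype.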

Values the study reported

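By quantitative PCR, the study reported that miR-181a was 2-fold lower in CD4 single-positive thymocytes and 15-fold lower in thymic Treg cells than in double-positive thymocytes. For cells of the periphery it gave levels 30-fold lower in conventional CD4 T cells and 75-fold lower in Treg cells, against the same reference. Newly generated Treg cells of the thymus were reported as reduced 2- to 3-fold in knockout mice. For the arrays, the study stated that neither splenic nor thymic Treg cells differed significantly between genotypes, over all transcripts or over Treg signature genes.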

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

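Among the tests below, the comparisons of organ profiles and the splits of the 8 arrays were set before their results were seen; the others, the splits of the 4 thymus arrays for the effector list, the restriction to whole pools, the share of other cells and the organ difference of the effector list included, were chosen after the pattern was seen.

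Xist was high on the 4 KO arrays and under the olfactory receptor bound on the 4 HET arrays, although the labels list female mice as the majority of every pool. The averaged difference measured 5.10 (CI 4.78 to 5.43) and is at least 4.42 against that bound, which argues against pools made up as listed, since these would leave a difference under 1 on the log2 scale; a swap of the genotype labels would not remove it either, since all pools are listed as mostly female. An effect of the genotype on Xist in pools of alike sex makeup would leave the Y-linked genes level, but the CI of each of the 3 lay below 0, the highest bound being -0.20. These CIs treat the thymus and spleen arrays of a pool as independent, although they share mice and sex makeup belongs to the pool. They may therefore be too narrow, and they do not settle this question. X-inactivation escape genes, given under other observations, did not pass between KO and HET. HET samples without female cells would need Xist at background and the Y-linked genes lower in KO. Both were seen, with a mean Y-linked difference of -0.47. For the Y-linked genes only the direction was tested, and the size that such samples would give was not. The sex of the sorted cells may therefore differ between genotypes, although the study's legend gives larger pools than the labels do for most pools and the makeup of the pools is itself uncertain; sex stays open, untested, as a biological alternative for every KO against HET difference.

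Effector Treg genes were lower in KO thymus as a list, by a mean of -0.32 (adjusted p = 1.58e-13; 0.609 with an estimated correlation). More cells other than Treg cells in the sort for Foxp3, CD4 and CD25 would lower Foxp3 alike, and the lower bound of the Foxp3 difference, -0.38, does not lie above the mean of the list, but dilution alone would need 19.7% of such cells, against the purity of 98% that the labels state for the sort, so this stays open only as far as that purity did not hold. Array-to-array spread cannot be told apart from the shift, because the 4 thymus arrays allow only 3 splits. The split by replicate number shifted the list by 0.19 in size and the crossed split by -0.02. With the number as a block the camera adjusted p was 3.01e-14 at the preset correlation. That preset does not allow for the correlation of 0.334 estimated for this list, so the value says nothing against such spread. The sex of the mice, untested, also stays open. For fewer cells of a spleen-like profile in KO thymus, genes called higher in each organ were set against each other. The 697 spleen-high genes, effector genes left out, shifted against the 497 thymus-high genes by -0.159 (other splits at most 0.0661 in size). The effector list itself was not higher in spleen than in thymus of HET (spleen minus thymus -0.11, CI -0.41 to 0.19). Its members went both ways, however. Averaged over genotypes, 4 were called higher in thymus and 6 higher in spleen. Klrg1, Cxcr3 and Maf were higher in spleen and Ccr6 was higher in thymus. The list mean therefore cannot decide whether a loss of such cells would lower these members. The study reported recirculating or resident thymic Treg cells as little changed and newly generated ones as reduced in knockout mice. That would raise the spleen-like share and runs against this explanation.

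Cell-cycle genes were higher in KO spleen as a list, by a mean of 0.34 (adjusted p = 4.16e-11; 0.745 with an estimated correlation). A single array as the whole cause is argued against by the shifts with 1 array left out, which lay between 0.209, without spleen HET replicate 2, and 0.462. More cells of a thymus-like profile stay open on the arrays alone. In KO minus HET, 482 genes called higher in thymus exceeded 703 genes called higher in spleen by 0.0596 (other splits at most 0.0217 in size). Only members of the cell-cycle list were left out, so other genes of cycling cells may carry this value. It cannot be set directly against the shift of the list, since a mixture moves each gene set by its own organ difference. The cell-cycle list was higher in thymus than in spleen of HET by 0.79 (CI 0.15 to 1.43). The gene sets were also chosen on these same arrays. The study reported fewer recent arrivals from the thymus among peripheral Treg cells of knockout mice, which runs against more thymus-like cells. It also reported more Helios-positive Treg cells in their spleen and lymph nodes, which it read as more cells being activated or proliferating. The sex of the mice was not separated from the genotype here.

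For the genotype count the arrays of a pool share mice, and the 3 splits that keep the 4 pools whole are too few for a share under 0.05. With tissue as a term the real grouping called 8 genes and the highest of the other 2 called 0; splits that break pools apart, which the test set in advance had included, are no measure of chance for it. With the pool as a random block 1 gene was called. For the tissue count, with genotype as a term, the real grouping called 1329 genes. It was the only 1 of 34 splits with as many. The highest of the others called 0, while 1 further split could not be fitted. Splits that break the pairing of thymus and spleen arrays of a pool are no measure of chance here either. The 7 other splits that part as many pairs of arrays of a pool called at most 0. They are too few for a share under 0.05, so regrouping does not exclude chance. In the other splits the tissue difference also enters the spread, which holds their counts down. In the fit used for the comparisons, the genotype count of 5 fell to 1 without thymus HET replicate 1, thymus KO replicate 2, spleen HET replicate 1, spleen HET replicate 2 or spleen KO replicate 1, and to 2 without thymus HET replicate 2 or spleen KO replicate 2. The tissue count of 1204 fell without thymus HET replicate 2, thymus KO replicate 2 or any 1 of the spleen arrays. It rose without thymus HET replicate 1 or thymus KO replicate 1.

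The KO effect differed between spleen and thymus for 6 lists by the interaction term, spleen minus thymus, but with an estimated correlation the adjusted p was 0.873 for the cell-cycle list and 0.844 for each of the other 5. The Treg core, signature and IL-2 and STAT5 lists share genes such as Socs2, so they are not separate results. The mean was 0.39 for the effector Treg list (adjusted p = 1.06e-12), which passed without any 1 of the arrays (highest adjusted p = 4.10e-06). The Treg core list had a mean of 0.22 (adjusted p = 0.00181) and was lost without thymus HET replicate 1 (adjusted p = 0.116), thymus KO replicate 2 (0.132) or spleen KO replicate 1 (0.0778). The signature list had a mean of 0.16 (adjusted p = 0.00656), is not independent evidence and was lost without thymus HET replicate 1 (0.116), thymus KO replicate 2 (0.379), spleen HET replicate 2 (0.0584) or spleen KO replicate 1 (0.106). The IL-2 and STAT5 list had a mean of 0.16 (adjusted p = 0.0461) and was lost without thymus HET replicate 1 (0.579), thymus KO replicate 2 (0.206), spleen HET replicate 2 (0.161), spleen KO replicate 1 (0.113) or spleen KO replicate 2 (0.109). Cell-cycle genes had a mean of 0.24 (adjusted p = 0.00328) and were lost without thymus HET replicate 1 (0.728), thymus KO replicate 2 (0.982), spleen HET replicate 2 (0.334) or spleen KO replicate 1 (0.259). Immediate early and stress genes had a mean of -0.21 (adjusted p = 0.0292) and were lost without thymus HET replicate 1 (0.0605), thymus HET replicate 2 (0.138), thymus KO replicate 1 (0.350), spleen HET replicate 2 (0.161) or spleen KO replicate 1 (0.113), with quantile normalization (0.0535) and without genes below the median level (mean -0.14, adjusted p = 0.0703).

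Among 17824 probe sets without a single gene symbol, which the comparisons do not use, 2 passed between genotypes in spleen, 2 in thymus and 2 averaged over tissues.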

How the results depend on the processing

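Leaving out X and Y genes was the alternative chosen after the data were seen. Of 194 alternative values for counts, list counts and sizes of differences, 131 stayed within 1.5 times or 1 SD and 63 moved. For lists the tally covers 66 results, those past the threshold in a comparison and those of a few lists of prior interest. Of their alternative values, 601 of 740 kept their side of the threshold, 128 became weaker and 10 stronger, and 1 reversed. Other lists that passed only under an alternative are not in this tally, so it understates such gains. For named genes the numbers were 9621, 338 and 92 of 10051, with 0 reversed. The median size of differences did not move under any alternative run, but without genes below the median level the mean number of genes over 2-fold went from 27.3 to 9.25 between replicates, from 31.5 to 13.3 between genotypes in spleen and from 47 to 21 in thymus, with fewer genes tested. Sites for miR-181 were not run.

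In spleen KO against HET called 4 probe sets with every probe set tested, 0 genes with the methods' t-test (1236 at an unadjusted p under 0.05) and 0 without X and Y genes (839). In thymus it called 3 probe sets, 3 genes with the replicate number as a block, 0 with the methods' t-test (855) and 0 without X and Y genes (1174). The average called 11 genes without genes below the median level, 1 with quantile normalization, 13 with a trend and robust spread, 3 probe sets, and 1 with a random pool block. Thymus against spleen called 401 in HET and 612 in KO without genes below the median level, and 18, 66 and 398 probe sets in HET, in KO and averaged. With the mouse pool as a block it called 344 genes in HET, 483 in KO and 1411 averaged. The removal of Xist accounts by construction for the counts of 0 without X and Y genes; for the rest the cause was not tested. The lists past the threshold numbered 0 in all 7 comparisons with an estimated correlation, by fry 0 in the 4 comparisons of genotype and 3 in HET and 3 in KO for tissue, and 6 in thymus KO against HET without genes below the median level.

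With 1 array left out, counts ranged from 1 to 2 in spleen, 1 to 4 in thymus, 1 to 5 averaged, 0 for the interaction, 64 to 189 for tissue in HET, 97 to 338 in KO and 518 to 1657 averaged. Lists past the threshold ranged from 3 to 4, 2 to 7, 3 to 10, 1 to 6, 9 to 12, 7 to 9 and 7 to 9 in that order. The interaction of the cell-cycle list turned in the test's direction without thymus KO replicate 2, to a mean of 0.0116 (adjusted p = 0.982), the lowest of its values with 1 array left out, the highest being 0.478; the cause was not tested. Signal over background limits Mir181a-1 and Mir181b-1, which lay under the olfactory receptor bound in every group, and makes a difference a lower bound where 1 of the compared groups lay under it, as for Xist.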

Other observations

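The lists of plasma cell and X-inactivation escape genes and the look at replicate numbers were chosen after the data were seen. Between the organs, Socs2 and Socs3, feedback inhibitors of cytokine signalling, were lower in thymus by -0.98 and -1.47, while Stat5a, a transcription factor downstream of IL-2, was higher by 0.77. The IL-2 and STAT5 list as a whole had a mean of -0.14 (adjusted p = 0.231). Among the immediate early and stress genes (mean -0.16, adjusted p = 0.0747, but 0.0468 without thymus KO replicate 1, 0.0232 without spleen HET replicate 1 and 0.0349 with the pool as a block), Klf6 and the mRNA decay factor Zfp36 were lower in thymus by -0.65 and -0.53. Of the literature targets of miR-181, the phosphatase gene Dusp5 was higher in thymus by 0.79 (adjusted p = 0.000609), within a list with a mean of -0.02. Ribosome and translation genes had a mean of -0.07 (adjusted p = 0.197), with 0 called over all genes and 0 when adjusted over the list alone.

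Of 14 measured B cell genes 10 lay below the olfactory receptor bound on average, and the highest was Ighm at 10.45. Of 17 myeloid genes 10 lay below it, with Ctss highest at 10.16. For double-positive thymocytes it was 6 of 12, for plasma cells 2 of 7, for erythroid cells 1 of 6, for thymic stroma 3 of 11 and for innate-like T cells 5 of 15. The X-linked genes Kdm6a, Ddx3x and Kdm5c, which escape X inactivation, differed between KO and HET by 0.20, 0.12 and 0.04 averaged over tissues and did not pass.

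The cell-cycle list was higher on replicate 1 than on replicate 2 in all 4 groups, at 0.46 and 0.11 in thymus HET, 0.61 and 0.14 in thymus KO, -0.37 and -0.63 in spleen HET, and -0.08 and -0.24 in spleen KO. The effector Treg list had the same order in all 4 groups, at 0.22 and 0.01, -0.12 and -0.29, 0.07 and -0.05, and 0.12 and 0.03. With the replicate number as a block, 3 lists passed in spleen and 3 in thymus at camera's preset correlation, as many as without it. At that preset the camera adjusted p was 6.79e-17 for the cell-cycle list in spleen and 3.01e-14 for the effector Treg list in thymus. The correlations estimated without the block were 0.634 and 0.334 for these lists. With them the camera adjusted p was 0.745 and 0.609.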
